# Antagonistic activities of cotranscriptional regulators within an early developmental window set *FLC* expression level

**DOI:** 10.1073/pnas.2102753118

**Published:** 2021-04-20

**Authors:** Michael Schon, Catherine Baxter, Congyao Xu, Balaji Enugutti, Michael D. Nodine, Caroline Dean

**Keywords:** *Arabidopsis FLC*, cotranscriptional regulation, embryogenesis, transcript isoforms, sector analysis

## Abstract

Quantitative variation in expression of the *Arabidopsis* floral repressor *FLC* influences whether plants overwinter before flowering, or have a rapid cycling habit enabling multiple generations a year. Genetic analysis has identified activators and repressors of *FLC* expression but how they interact to set expression level is poorly understood. Here, we show that antagonistic functions of the *FLC* activator FRIGIDA (FRI) and the repressor FCA, at a specific stage of embryo development, determine *FLC* expression and flowering. FRI antagonizes an FCA-induced proximal polyadenylation to increase *FLC* expression and delay flowering. Sector analysis shows that FRI activity during the early heart stage of embryo development maximally delays flowering. Opposing functions of cotranscriptional regulators during an early embryonic developmental window thus set *FLC* expression levels and determine flowering time.

Quantitative regulation of *FLC* expression influences overwintering requirement and vernalization of many Brassicaceae species. Regulators of *FLC* expression have been identified by genetic analysis in *Arabidopsis*. A series of repressors grouped in the autonomous pathway include RNA binding proteins, 3′-end processing factors, and chromatin modifiers. One of the RNA binding proteins, FCA, promotes proximal polyadenylation of many transcripts in the genome (1), including its own transcript (2). However, premature termination of sense *FLC* transcription has not emerged as the predominant mechanism for repression of *FLC* and proximally polyadenylated *FLC* transcripts were rare in seedlings (1). Instead, FCA was found to promote proximal polyadenylation of *COOLAIR* antisense transcripts at *FLC* (3). This resulted in H3K4 demethylation and H3K27me3 accumulation (4, 5), creating a chromatin environment supporting low transcriptional firing and slow elongation of both *FLC* sense and antisense transcription (6).

The major activator of *FLC* is FRI, with loss-of-function *FRI* alleles accounting for the evolution of many rapid cycling accessions, including Col-0 (7, 8). FRI is part of a COMPASS-like complex that binds near the *FLC* promoter and generates a chromatin environment promoting high transcription and fast elongation (9, 10). FRI acts as a scaffold for LEC2 and FUS3 to enable resetting of *FLC* in the embryo and induce an epigenetically stable high expression state (11).

How the initial antagonistic relationship of FCA and FRI on *FLC* is established has so far been unclear. The expression of endogenous *FCA* is unaffected by *FRI* and vice versa (2). However, the balance of their activities can be modulated through removal of the autofeedback regulation of FCA, which overcomes FRI-induced late flowering (2). Here, we show that they antagonistically regulate polyadenylation site usage of the *FLC* nascent transcript within an early developmental window during embryo development. This establishes an expression state that is then maintained by a Polycomb mechanism during the rest of development.

## Results

### Regulation of *FLC* Polyadenylation Site Usage during Embryogenesis.

We used RNA sequencing (RNA-seq) to analyze *FLC* expression and map sense transcript polyadenylation sites across eight stages of *Arabidopsis* Col-0 embryo development (12). Three proximally polyadenylated *FLC* isoforms were identified that terminated within the first intron of *FLC* near the Polycomb nucleation region (13) (Fig. 1*A* and Dataset S1). Proximal *FLC* isoforms accounted for over 80% of poly(A) reads in preglobular Col-0 embryos (Fig. 1 *B* and *C*). From the early heart stage onwards, a majority of *FLC* transcripts were canonically spliced and used distal polyadenylation sites, and by the mature green stage, poly(A) reads from proximal *FLC* were undetectable.

**Fig. 1.**
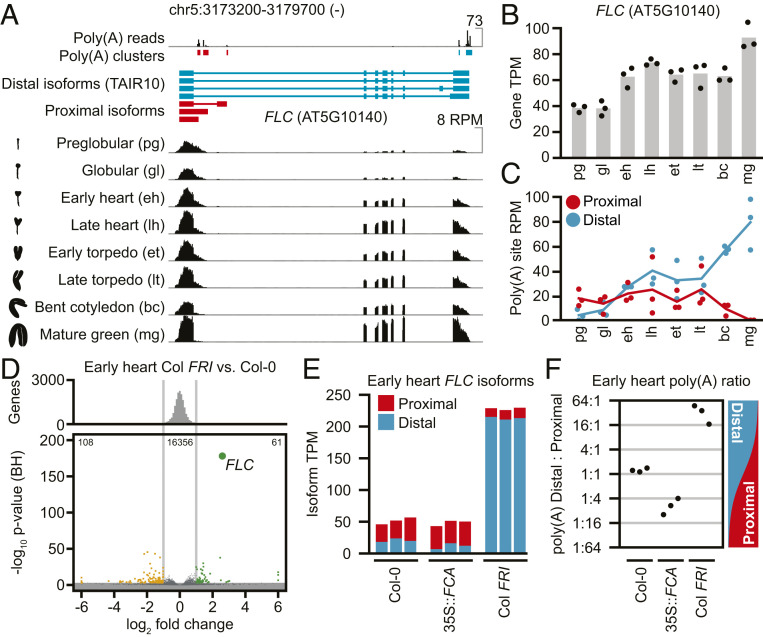
*FLC* polyadenylation site usage changes during embryo development. (*A*, *Top*) Distribution of reads with untemplated 3′-terminal poly(A) sequences across eight timepoints of embryo development and grouped into clusters. (*A*, *Middle*) Transcript models corresponding to full-length (distal) *FLC* and proximally polyadenylated (proximal) *FLC*. (*A*, *Bottom*) Mean RNA-seq read coverage at *FLC* from three biological replicates at eight embryo stages. (*B*) Mean transcripts per million (TPM) of *FLC* across the embryonic time series. (*C*) Poly(A) reads per million (RPM) contained in proximal and distal poly(A) clusters, respectively. (*D*) Differential gene expression between Col *FRI* and Col-0 embryos; genes more than twofold significantly higher (green) or lower (orange) in Col *FRI* embryos are marked (adjusted *P* value <10^−3^, DEseq2). (*E*) Estimated abundance of proximal and distal FLC isoforms in three biological replicates of Col-0, 35S::*FCA*, and Col *FRI* early heart embryos. (*F*) Distal:proximal poly(A) ratio in the same samples as in *E*, calculated as log_2_[proximal poly(A) RPM/distal poly(A) RPM].

To understand how the repressor FCA and activator FRIGIDA modulate *FLC* we analyzed polyadenylation site usage in dissected early heart stage embryos from Col-0 (mutant for *FRIGIDA*) (7), Col *FRI*, and transgenic Col-0 carrying a *35S::FCA* overexpression construct (4). 

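RNA from dissected early heart embryos was sequenced in 9 libraries, 3 from each of the 3 genotypes. Each library was made from 20 embryos by Smart-seq2, which copies and amplifies full-length cDNA from small amounts of RNA, and was read as paired 75-nt reads in 2 sequencing runs. The sample labels describe 6 weeks of vernalization for the parents of Col *FRI* embryos and for no other genotype, so *FRI* and the cold treatment of the parents cannot be told apart in these libraries. The authors deposited kallisto output, which assigns reads to 41683 transcript models of 33603 genes and gives an estimated count and a TPM for each. The models include 4 distal *FLC* isoforms, the 3 proximal *FLC* isoforms and 6 *COOLAIR* entries. Estimated counts per library ranged from 20372634 to 24659741 in Col-0 (median 23861864), from 17996274 to 25847613 in 35S::*FCA* (median 23946788) and from 15166826 to 18768286 in Col *FRI* (median 16612376). Organelle genes took 11.9 to 22.8% of TPM in Col-0, and nuclear genes without ribosomal and small RNA genes took 52.0 to 70.6%. TPM values of single genes depend on these shares.
Estimated counts were summed per gene, rounded and tested with edgeR's quasi-likelihood test after TMM normalization, over 18585 genes that passed its filter on low counts. *FCA* (AT4G16280) reached 4.13 ± 0.0834 TPM (SD, n = 3) in 35S::*FCA* against 2.33 ± 0.209 TPM (SD, n = 3) in Col-0, a log2 fold change of 0.76 (standard error 0.14, edgeR adjusted p = 0.032). Across alternatives it stayed between 0.63 and 0.87, with adjusted p from 0.00126 (DESeq2) to 0.157 (edgeR with only the 2 genotypes compared), and 0.0717 with the replicate number as a block in edgeR. *FRI* (AT4G00650) had a log2 fold change of 1.11 in Col *FRI* against Col-0 (standard error 0.21, edgeR adjusted p = 0.00981). Across alternatives it ran from 0.74 to 1.22. In those that keep replicates of Col *FRI*, adjusted p ran from 0.000184 (DESeq2) to 0.0866 (limma with 0.1 TPM added). Replicates were compared gene by gene with a chi-square statistic scaled so that 1 is sampling noise. Its median over genes was 7.15 to 20.9 between pairs of Col-0 libraries, 3.01 to 14.8 between pairs of 35S::*FCA* libraries and 1.15 to 1.62 between pairs of Col *FRI* libraries. The sample labels list the libraries of each genotype as biological replicates, and they were counted as 3 samples. The values do not show whether the Col *FRI* libraries came from separate pools of embryos.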

The latter was chosen over an *fca* mutant because of functional redundancy between *fca* and *fpa* (1). *FLC* was the most significantly up-regulated gene in Col *FRI* embryos, reaching higher transcript abundance at the early heart stage than any timepoint measured during Col-0 embryo development (Fig. 1 *D* and *E* and Dataset S2) (11). This higher *FLC* expression was associated with distal polyadenylation site usage; while total transcript abundance was 4.4-fold higher, distal isoforms were 10-fold higher and proximal isoforms were half as abundant as in Col-0 (Fig. 1*E*). 

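In the edgeR test, 12 genes were higher and 22 genes lower in Col *FRI* than in Col-0 at an adjusted p under 0.001 and a fold change above 2. *FLC* (AT5G10140) had the smallest p of all genes higher in Col *FRI*. Its log2 fold change was 2.59 (standard error 0.08, edgeR adjusted p = 1.92e-07), resting on 583 to 886 counts per Col-0 library and 2954 to 3673 per Col *FRI* library. With each library left out in turn, the log2 fold change stayed between 2.53 and 2.66. The numbers of genes rose most with the threshold, to 148 higher and 283 lower at an adjusted p under 0.05. DESeq2, the test named in the legend of Fig. 1D, called 63 genes higher and 127 lower on the same 9 libraries. With the Col *FRI* libraries summed to 1 sample, an alternative chosen after seeing the data, the *FLC* log2 fold change was 2.59. Numbers of genes are not given for that fit, since the loss of replicates alone lowers them. With a single Col *FRI* library left out, 3 to 4 genes were higher and 1 to 3 lower. Of the genes called by edgeR, all 12 higher and 20 of the 22 lower genes are in the paper's lists (Dataset S4), which hold 61 higher and 107 lower genes.
The rank of *FLC* was less fixed than its fold change. It ranked 2 without the filter on low counts, 2 with only the 6 libraries of Col-0 and Col *FRI*, 2 with length-scaled counts, and 3 or 4 when log2 TPM was tested with limma. Among the genes higher in Col *FRI*, AT4G04223 on chromosome 4 (2036511 to 2037816 in TAIR10.1) had at most 1 count in any Col-0 library and was at least 131-fold higher. AT5G63040 had a log2 fold change of 2.46 (standard error 0.12, edgeR adjusted p = 6.53e-06) and was also higher in 35S::*FCA*. It did not differ detectably between Col *FRI* and 35S::*FCA* (log2 fold change 0.03, edgeR adjusted p = 0.883). The genes lower in Col *FRI* with the smallest p were AT4G01590 (log2 fold change -1.51), *BRU6* (-2.17) and AT4G01580 (-1.21). AT4G01590 and AT4G01580 lie within 2 Mb of *FRI* on chromosome 4, as does AT4G04223, and genes called in Col *FRI* were enriched there (6 of 319 genes tested inside, 28 of 18266 outside, two-sided Fisher's exact test, p = 2.19e-05). The 312 genes tested that have no position in TAIR10.1 were counted as outside. The window was chosen after the paper's lists of genes that differ in Col *FRI* had been seen. The enrichment is thus not tested on independent data.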

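*FLC* lies on the minus strand of chromosome 5 of TAIR10.1 from 3173382 to 3179448. Its exon 1 spans 3179155 to 3179448 and intron 1 spans 3175662 to 3179154. In the paper's coordinates, proximal isoform P1 ends at 3179051 and P2 at 3178860, so that each reads from exon 1 directly into intron 1, for 104 and 295 nt. P3 splices from exon 1 to an exon at 3178469 to 3178672, inside intron 1. The last 40 nt of P1 in the reference are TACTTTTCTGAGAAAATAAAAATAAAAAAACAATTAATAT, which hold the motif AATAAA, and the last 40 nt of P2 and of P3 do not hold it.
Summed over distal and proximal isoforms, *FLC* had 32.1 ± 2.85 TPM (SD, n = 3) in Col-0 and 134.2 ± 2.93 TPM (SD, n = 3) in Col *FRI*, a ratio of 4.19. Distal isoforms rose from 12.9 ± 2.84 to 125.4 ± 1.96 TPM (SD, n = 3 each), a ratio of 9.69. Proximal isoforms fell from 19.1 ± 0.348 to 8.81 ± 1.01 TPM (SD, n = 3 each), a ratio of 0.461. In each of these 3 measures no Col *FRI* library overlapped a Col-0 library, and the two-sided exact permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow. Estimated counts scaled to library size in place of TPM, which are not corrected for the greater length of distal isoforms, moved the total ratio most, to 6.13. Nearly all distal signal was assigned to 1 isoform, with 12.7 ± 2.72 TPM in Col-0 and 124.4 ± 1.86 TPM in Col *FRI* (SD, n = 3 each).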

Proximal poly(A) reads roughly equalled distal reads in Col-0, but distal poly(A) usage outweighed proximal poly(A) reads 20 to 1 in Col *FRI* embryos (Fig. 1*F* and Dataset S2). 

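Per library, the kallisto estimates gave a log2 distal:proximal ratio of -0.59 ± 0.32 (SD, n = 3) in Col-0 and 3.84 ± 0.15 (SD, n = 3) in Col *FRI*. The difference was 4.42, with no overlap between the genotypes (two-sided exact permutation test, p = 0.1, the smallest possible). Proximal isoforms made up 59.9 ± 5.32% of *FLC* TPM in Col-0 and 6.55 ± 0.614% in Col *FRI* (SD, n = 3 each). These estimates rest on 310 to 547 distal and 263 to 330 proximal estimated counts per Col-0 library, and on 2842 to 3543 distal and 91.7 to 98.7 proximal counts per Col *FRI* library.
The poly(A) reads behind Fig. 1F are fewer. The paper's normalized poly(A) reads in Dataset S2, multiplied by its totals of poly(A) reads in clusters, return whole reads. By these values of the paper, the 3 Col-0 libraries together held 22 distal and 21 proximal poly(A) reads, a proximal share of 48.8% (95% Wilson interval 34.6 to 63.3%). The 3 Col *FRI* libraries held 174 distal and 8 proximal reads, a proximal share of 4.40% (95% Wilson interval 2.24 to 8.43%), or 21.8 distal reads for each proximal read. In single Col *FRI* libraries the proximal reads numbered 2, 2 and 4. The intervals cover counting error only, since amplified reads are not independent molecules.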

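The 6 *COOLAIR* entries of the transcript index received few reads. Summed over entries, the Col-0 libraries held 0, 2.43 and 0 estimated counts, the 35S::*FCA* libraries 3.90, 1.25 and 5.40, and the Col *FRI* libraries 21.3, 14.1 and 9.62. The smallest TPM that 3 counts can show on entry I2, which took most of the counts in Col *FRI*, was 0.168 to 0.201 in Col-0 and 0.215 to 0.273 in Col *FRI*. The level in Col *FRI* was at least 6.69-fold higher than 3 counts in Col-0, where no library exceeded the floor. Estimated counts share out reads that match several entries. For each 1000 distal *FLC* counts there were 4.73 *COOLAIR* counts in Col *FRI* and 1.84 in Col-0, a difference that Fisher's exact test on the summed counts did not separate from chance (two-sided p = 0.116).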

No RNA-seq reads could be unambiguously attributed to *COOLAIR* antisense transcripts.

There was a shift from distal to proximal polyadenylation in the *FLC* transcript in *35S::FCA* embryos compared to Col-0 (Fig. 1 *E* and *F*), further reducing functional *FLC* expression. 

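Distal *FLC* isoforms had 7.95 ± 3.29 TPM (SD, n = 3) in 35S::*FCA*, against the Col-0 level a ratio of 0.614. One 35S::*FCA* library reached 11.0 TPM, inside the Col-0 range, and the two-sided exact permutation test, which is unpaired, gave p = 0.2. In each of the 3 same-numbered pairs of libraries the 35S::*FCA* library was the lower, and the labels do not state that these were prepared together. Proximal isoforms had 24.6 ± 1.19 TPM (SD, n = 3), a ratio of 1.29 with no overlap (exact permutation p = 0.1, the smallest possible). With TPM taken over nuclear genes without ribosomal and small RNA genes, a scale chosen after seeing the data, proximal isoforms did overlap. They had 35.2 to 38.1 TPM against 27.6 to 36.4 in Col-0. Distal isoforms did not overlap on this scale, at 6.87 to 16.0 TPM against 18.1 to 23.5. Its means for 35S::*FCA*, 11.7 distal and 36.5 proximal TPM, came close to the paper's values (11.7 and 36.5). The log2 distal:proximal ratio was -1.73 ± 0.63 (SD, n = 3), lower than in Col-0 by a difference of -1.14, again with no overlap (exact permutation p = 0.1). Total *FLC* did not differ detectably, with a ratio of 1.02 and an exact permutation p of 0.9. In gene counts, *FLC* had a log2 fold change of -0.26 (standard error 0.08, edgeR adjusted p = 0.123), and -0.26 (edgeR adjusted p = 0.147) with the replicate number as a block. Deviations of same-numbered Col-0 and 35S::*FCA* libraries from their group means correlated with a mean r of 0.124 across genes, which are not independent replicates. The 3 pairs ran from -0.113 to 0.265, inside the range of differently numbered libraries of all genotypes, -0.326 to 0.269. These values do not show whether same-numbered libraries were prepared together.
By the paper's values in Dataset S2, the 3 35S::*FCA* libraries held 7 distal and 48 proximal poly(A) reads, a proximal share of 87.3% (95% Wilson interval 76.0 to 93.7%). The log2 ratios of the paper's reads were -2.83 ± 0.25 in 35S::*FCA* and 0.13 ± 0.62 in Col-0 (SD, n = 3 each), without overlap (exact permutation p = 0.1). In a test of isoform usage over 3679 genes with edgeR's diffSpliceDGE, *FLC* had an adjusted p of 0.276 in 35S::*FCA* against Col-0. Its unadjusted p in that test was 0.00675, and ran from 0.000914 to 0.0614 with each replicate left out. From the shift in 35S::*FCA*, the paper concludes that proximal polyadenylation promoted by FCA represses *FLC* in Col-0. Gene sets described under the additional observations leave open younger 35S::*FCA* embryos and older Col *FRI* embryos. In the paper's Col-0 time series, early embryos use mostly proximal sites and later ones distal sites. A difference in stage could therefore contribute to the *FLC* shifts in both genotypes, which was not tested.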

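The *FCA* gene lies on chromosome 4 of TAIR10.1 from 9206597 to 9214981. In 35S::*FCA*, the distal *FCA* isoforms of Dataset S3 had 3.32 ± 0.17 TPM against 1.56 ± 0.181 in Col-0 (SD, n = 3 each), a ratio of 2.12 with no overlap (two-sided exact permutation p = 0.1, the smallest possible). Proximal *FCA* isoforms had 0.819 ± 0.233 and 0.769 ± 0.112 TPM (SD, n = 3 each), a difference within the spread between replicates (exact permutation p = 0.8). The estimates rest on 289 to 382 counts per 35S::*FCA* library and 180 to 227 per Col-0 library. Isoform usage of *FCA* differed between these genotypes (edgeR diffSpliceDGE adjusted p = 0.000209), and it differed between Col *FRI* and Col-0 too (edgeR adjusted p = 0.000333). Between Col *FRI* and 35S::*FCA* that test detected no difference (edgeR adjusted p = 0.789), while the proximal share of *FCA* TPM, 19.8 ± 5.36% in 35S::*FCA*, 37.9 ± 4.71% in Col *FRI* and 33.0 ± 4.03% in Col-0 (SD, n = 3 each), did not overlap between 35S::*FCA* and either other genotype. *FCA* isoform 4 had 0 counts or close to 0 in every Col-0 library, at most 0.00447, against 29.9 to 147.4 in 35S::*FCA* and 20.9 to 44.3 in Col *FRI*.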

FCA thus represses *FLC* expression in Col-0 by promoting proximal polyadenylation via a mechanism enhanced by *35S::FCA*. The shift to predominantly distal polyadenylation site usage at *FLC* by the end of embryogenesis in Col-0 correlates with reduction of functional FCA through increased FCA autofeedback negative regulation (Dataset S3) (1). 

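Set directly against each other, Col *FRI* and 35S::*FCA* differed by 5.56 in log2 distal:proximal ratio of *FLC* TPM, with no overlap between the libraries (two-sided exact permutation test, p = 0.1, the smallest possible for 3 against 3). The gene count of *FLC* differed by a log2 fold change of 2.85 (standard error 0.08, edgeR adjusted p = 1.18e-07). Among the genes with at least 2 isoforms tested, 69 changed isoform usage in Col *FRI* against Col-0 at an adjusted p under 0.05, and *FLC* had the smallest p (edgeR diffSpliceDGE adjusted p = 4.38e-09), except without Col *FRI* replicate 1, where it ranked 2. It also ranked 1 between Col *FRI* and 35S::*FCA* (edgeR adjusted p = 5.71e-12). The gene count of *FCA* did not change detectably in Col *FRI*, with a log2 fold change of -0.32 (standard error 0.15, edgeR adjusted p = 0.176). Its distal isoforms were lower than in Col-0 without overlap, at 1.12 to 1.35 TPM against 1.44 to 1.77 TPM, a ratio of 0.803 (two-sided exact permutation p = 0.1). *FPA*, *LEC2* and *FUS3* had log2 fold changes of 0.02, 0.04 and -0.06 in Col *FRI*, with edgeR adjusted p of 0.884, 0.861 and 0.754.

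**Figure D1:**
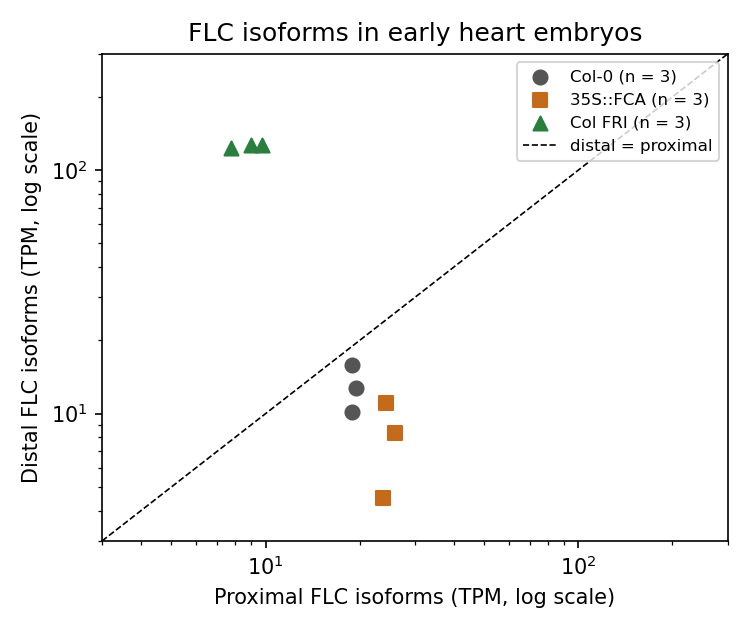
Distal against proximal *FLC* TPM on log axes, 1 point per library, with a dashed line where both are equal. The 3 Col *FRI* libraries lie far above the line at 123.2 to 126.7 distal TPM, and the 3 Col-0 and 3 35S::*FCA* libraries lie below it, with 35S::*FCA* farther to the right.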

FRI thus antagonizes this FCA-induced proximal polyadenylation by promoting use of the distal *FLC* polyadenylation site early in embryogenesis.

### FRI Is Required in Early Embryogenesis to Fully Delay Flowering.

To further address the timing of the antagonism between FCA and FRI, we established a sector analysis system to address when FRI function is required to fully delay flowering. To generate FRI positive sectors we introduced a *35S:lox-GUS-lox-FRI-GFP* construct containing a *GUS* reporter fusion flanked by two loxP sites between the 35S promoter and FRI-GFP into a heatshock-inducible *Cre-loxP* recombinase line (Fig. 2*A*). The Cre recombinase catalyses recombination between the two *loxP* sites leading to the excision of the GUS reporter enabling FRI to be expressed under the control of the 35S CaMV promoter. FRIGIDA active sectors are thus negative for GUS (Fig. 2*B*).

**Fig. 2.**
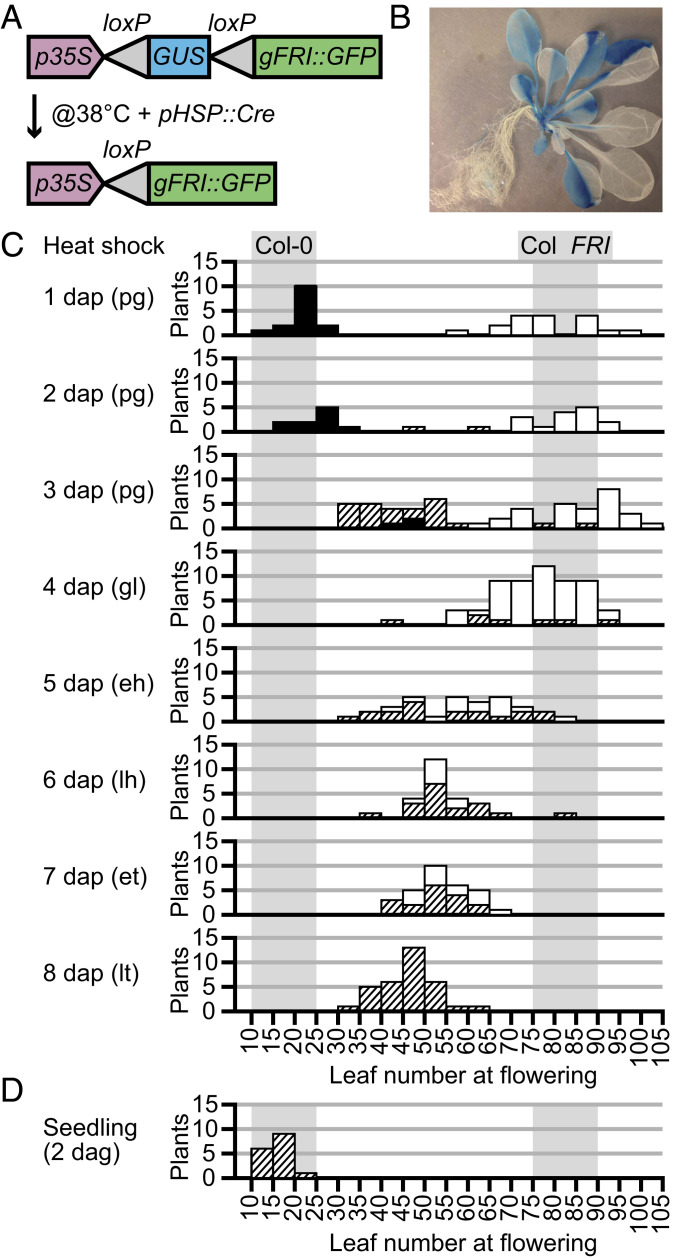
Induction of *FRIGIDA* sectors during embryogenesis and influence on flowering time. (*A*) Schematic of the 35S:lox-GUS-lox-FRI-GFP construct before and after heatshock. (*B*) GUS staining in a mosaic plant heat shocked as a 2-d-old seedling. (*C*) Flowering time assessed by final leaf number in plants that were heat shocked at different stages of embryo development. White bars, plants with FRI-expressing sectors covering all leaves; hatched bars, plants with FRI-expressing sectors and FRI-lacking sectors; black bars, plants with no FRI-expressing sectors. Shaded regions show the range of control plants: Columbia-0 (*fri*) or plants transformed with an active *FRI* allele. (*D*) Leaf number at flowering of *35S:lox-GUS-lox-FRI-GFP* plants heat shocked as 2-d-old seedlings for 30 min. Control ranges are shaded as in *C*.

Heatshock treatment was applied to a developmental series of embryos ranging from 1 to 8 d after pollination (dap). Seeds from heatshocked embryos were sown and the flowering time was analyzed based on total leaf number (Fig. 2*C*). When plants began to flower, they were harvested and stained to detect the presence of the GUS reporter, thereby allowing the size and location of FRI-expressing/GUS-lacking sectors to be determined. FRI-expressing sectors generated in preglobular and globular embryos resulted in individuals that flowered as late as the Col *FRI* control (Fig. 2). By contrast, when *FRI* was induced in older embryos the resulting plants did not flower as late. Comparison of plants that had similar sized FRI-expressing sectors but generated at different times supported the conclusion that FRI induction before the heart stages of embryo development causes maximum delay in flowering. Use of the very strong estrogen-inducible promoter may account for delayed flowering seen in a previous study when FRI is induced in 5-d-old seedlings (14). In our experiments, heatshock treatments of seedlings 2 d after germination generated FRI-expressing sectors, but again, this had no effect on flowering time.

## Discussion

Mechanistic dissection of *FLC* regulation has previously focused on postembryonic development. *FLC* expression is low in Col-0 seedlings through an FCA-induced antisense-mediated chromatin silencing mechanism. Here, we now find that FCA promotes proximal polyadenylation of the sense nascent *FLC* transcript in Col-0 early embryos. This is developmentally specific as by the end of embryogenesis and during the rest of postembryonic development, the sense transcript is polyadenylated predominantly at the distal site.

We found that FRIGIDA up-regulates *FLC* expression by changing *FLC* polyadenylation site usage in heart stage embryos. Overexpression of FCA promotes proximal polyadenylation of the sense transcript, whereas FRI shifts polyadenylation to the distal site. Based on our sector analysis data, FRI antagonizes FCA-induced proximal polyadenylation during early embryogenesis. How FRI blocks the premature polyadenylation is an interesting question. FRI promotes a high transcriptional state and a chromatin environment involving H3K36me3 and H3K4me3, which promotes transcriptional initiation and faster elongation (10). The faster elongation may influence polyadenylation site choice through kinetic coupling of transcription and cotranscriptional processing, with stronger 3′-polyadenylation sites being chosen if already transcribed (15). Alternatively, FRI could act as an antiterminator more directly by regulating what associates with the RNA Pol II carboxy terminal domain via a transcriptional checkpoint.

By integrating these data with our previous mechanistic understanding, we propose that a low transcriptional state is induced by FCA-mediated proximal polyadenylation of *FLC* to establish a specific *FLC* chromatin state during early embryo development. This would be propagated in seedlings by the antisense-mediated Polycomb inheritance mechanism (5). A separation of an establishment phase and a maintenance phase fits with the original paradigm established for Polycomb-silenced genes. However, if an active FRIGIDA is present, *FLC* proximal polyadenylation is prevented in the embryo, the switch to the Polycomb-repressed state does not occur, and the locus is maintained in a high transcriptional state that persists through vegetative development (10). Opposing functions of cotranscriptional regulators at a very specific developmental stage thus set the quantitative expression state of *FLC*.

## Materials and Methods

All methods are given in *SI Appendix*. Materials and associated protocols are available from corresponding authors.

## Supplementary Material

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

## Data Availability

RNA-seq data have been deposited in Gene Expression Omnibus (GEO) (GSE166728).

How the deposited data were processed for this re-analysis (not part of the article)

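Early heart embryos of Col-0, 35S::*FCA* and Col *FRI* were sequenced in 3 libraries each. The authors made the deposited values with kallisto, which gave for each library the estimated counts per transcript, not normalized, and the TPM per transcript, scaled by the authors to a total of 1000000 over all entries of the index, organelle and ribosomal entries included. The kallisto version and the settings are not stated in the paper's main text, which refers to the SI Appendix for methods. The SI Appendix was not used here and may state them. Sequencing runs, pseudoalignment and the transcript index were fixed by the authors before deposit. Distal *FLC* isoforms are the 4 annotated models, and proximal isoforms are the 3 proximal entries of the index, taken as those of Dataset S1C. These entries are longer in the index than the coordinates of Dataset S1C give. The effect of this on proximal TPM and on the distal:proximal ratios was not tested. The time series of Col-0 embryos and the flowering experiments were not analysed here.

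From the estimated counts, gene sums were rounded to whole numbers and tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood test) over all 9 libraries with genotype as the factor and no replicate block. Genes with a Benjamini-Hochberg adjusted p under 0.001 and an absolute log2 fold change above 1 were called, the thresholds of the legend of Fig. 1D. DESeq2 1.42.0, the tool that legend names, and limma 3.58.1 (on log2 TPM with 0.1 or 1 added) were alternatives. Isoform usage was tested on rounded transcript counts with edgeR's diffSpliceDGE at an adjusted p under 0.05. Gene sets were tested with limma's camera on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, adjusted over sets and genotypes. That correlation was preset and not estimated from the data. Standard errors of edgeR fold changes are the fold change divided by the root of its F statistic. *FLC* isoform sums in TPM were compared with two-sided exact permutation tests, for which 3 libraries against 3 cannot give a p below 0.1. Poly(A) reads were not in the deposited values used here and are the paper's (Datasets S1 and S2), with 95% Wilson intervals.

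The genes named are those the paper names, and for each genotype the 3 higher and 3 lower genes with the smallest p past both thresholds whose libraries do not overlap those of Col-0, and for isoform usage the 3 with the smallest p. Outside this rule, the genes called within 2 Mb of *FRI* and the genes of a segment of chromosome 3 with its neighbours were named after their values were seen. Replicates share the numbers 1 to 3 in the sample labels, and the labels list them as biological replicates. Alternatives were another normalization, other filters on low counts, only the 2 genotypes compared, length-scaled counts, a replicate block, other thresholds, other isoform sums and each replicate left out in turn. They were listed before the data were examined, except the sum of the 3 Col *FRI* libraries and the nuclear gene set without ribosomal and small RNA genes, which were chosen after seeing the data. The functions were tested on simulated counts, where edgeR recovered 100% of 200 genes changed among 18417, with 0 false calls, and the isoform test recovered 100% of 200 changed genes among 3521, with 14 false calls beside them. The planted changes were large, in genes well above the floor, and the spread was the same in all genotypes. The real spread differed between genotypes. The simulation thus checks that the functions work and does not measure their power on these libraries. Gene positions are those of TAIR10.1, in which 312 of the 18585 genes tested had no match. Depth per library was 15166826 to 25847613 estimated counts, and a gene at or under 3 counts was treated as at the floor.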

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

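The tests on AT5G63040, on the chromosome 3 segment, on *FCA* isoform usage and on the 35S::*FCA* gene sets in this part were chosen only after the result was seen.

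AT5G63040, which the paper does not discuss, was higher in 35S::*FCA* by a log2 fold change of 2.43 (standard error 0.12, edgeR adjusted p = 2.03e-05, from 1.34e-46 to 0.000541 across alternatives), and it was the 1 gene higher at both thresholds. It was higher in Col *FRI* as well, and a difference in the Col-0 libraries that both comparisons share may account for both. Col *FRI* against 35S::*FCA* gave a log2 fold change of 0.0283, but this is the difference of the changes already seen and does not test the explanation. Effects of the same size from both genotypes cannot be told apart from it.

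On chromosome 3 of TAIR10.1, 4 neighbouring genes between 4275463 and 4288332 were at or close to 0 in 35S::*FCA*. They were named after their values were seen. AT3G13240 had 0 to 1 counts per 35S::*FCA* library and 30 to 44 per Col-0 library, and the pseudogenes AT3G13250, AT3G13260 and AT3G13270 had 0 counts in every 35S::*FCA* library and 16 to 34 in Col-0. Their edgeR adjusted p values ran from 0.00179 to 0.0213, short of the threshold. Low depth was weighed first, and at the Col-0 level at least 14.5 counts would stand in each 35S::*FCA* library, which goes against it. Among 18004 genes in order, 30 were at least 8-fold lower, and none of 10000 shuffles of their positions gave a run of 4 (permutation p = 1e-04, the smallest they can give). A candidate explanation is a deleted or replaced segment in the 35S::*FCA* line. The neighbours AT3G13235 and AT3G13275 kept 506 to 877 and 50 to 67 counts. Regulation of the segment by FCA was not tested.

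Genes called in Col *FRI* lay near *FRI* more often than elsewhere, with an odds ratio of 12.5 in a window of 2 Mb to each side (two-sided Fisher's exact p = 2.19e-05). That p ran from 3.05e-08 to 0.0171 across the alternatives that keep replicates of Col *FRI*. The window was chosen after the paper's lists of such genes (Dataset S4) had been seen, so these p values describe the enrichment only. They include AT4G00600, AT4G01593 and *GATL6*. DNA of the *FRI* donor linked to *FRI* may account for this, and the 76 genes past an adjusted p of 0.05 in 35S::*FCA* showed no such enrichment (Fisher's exact p = 0.643). Donor reads that fail to match Col-0 transcripts would make genes in the window lower, and 16 of the 22 genes past an adjusted p of 0.05 there were lower against 267 of 409 elsewhere (two-sided Fisher's exact p = 0.646), too few to decide. Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1, the real one, gave an odds ratio as large. In the others no gene passed both thresholds, so these splits cannot test where called genes lie. Effects of *FRI* on these genes cannot be told apart from linked differences.

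Isoform usage, which the paper reports for *FLC* and *FCA* but not across genes, changed for 69 genes in Col *FRI* and for 16 in 35S::*FCA*, with 541 and 307 at an unadjusted p under 0.05. In each comparison 1 of the 4 splits that part all same-numbered pairs, the real one, gave as many, and the others gave at most 13 and 14 genes, close to the 16. The smallest p belonged to *FLC*, *FCA* and AT5G64910 in Col *FRI* and to *FCA*, *AKINBETA1* and AT1G66260 in 35S::*FCA*. *FCA* was thus among the changed genes in both, and the gene-level p between Col *FRI* and 35S::*FCA* was 0.371. A difference in the shared Col-0 libraries may account for the change in Col *FRI*, but the lack of a detected difference does not establish this, and the proximal share of *FCA* TPM lay apart in 35S::*FCA* (13.6 to 22.9%) from Col *FRI* (33.2 to 42.7%).

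Sets of genes listed before the data were examined also differed from Col-0. Some of their members had already been seen in the paper's lists of genes that differ in Col *FRI* (Dataset S4). The tests of these sets in Col *FRI* are therefore not fully independent of the data. In Col *FRI*, morning clock genes had a mean log2 fold change of 0.61 (limma camera adjusted p = 0.00573, from 0.00137 to 0.0481 across alternatives, 6 of 7 genes higher) and evening clock genes of -0.31 (adjusted p = 0.0223, from 0.0114 to 0.06, 7 of 10 genes lower). Light-harvesting genes had a mean of 0.66 (adjusted p = 1.36e-10, from 6.3e-13 to 8.76e-08, 16 of 16 higher) and embryo maturation genes of 0.30 (adjusted p = 0.00573, from 0.000325 to 0.022, 8 of 10 higher). These p values rest on a preset inter-gene correlation of 0.01. They are too small if the genes of a set vary together more than that between embryo pools. The correction for GC content and gene length was made on single-gene statistics with limma's cameraPR, a separate run whose p differs from that of camera before any correction. Removing the trend on both changed its unadjusted p for these 4 sets from 0.00103 to 0.00047, from 0.00775 to 0.00103, from 5.91e-13 to 2.05e-10 and from 0.000239 to 0.000465. The mean moved toward 0 for light-harvesting genes (0.56) and maturation genes (0.27) and away from it for the clock sets, so this trend accounts for at most a part of the differences. A bias it does not capture was not tested. Opposite shifts of the clock sets, the larger adjusted p being 0.0223, may reflect the time of day of dissection, and higher light-harvesting and maturation genes, the larger adjusted p being 0.00573, may reflect older embryos in the Col *FRI* libraries. Genotype and the vernalization of the parents are further explanations that the design cannot tell apart from these. Older embryos could also contribute to the distal shift of *FLC* in Col *FRI*, since distal use rises with stage in the paper's Col-0 series. That contribution was not tested.

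In 35S::*FCA*, light-harvesting genes had a mean log2 fold change of -0.51 (limma camera adjusted p = 2.69e-12, from 2.61e-12 to 1.57e-09, 15 of 16 genes lower) and embryo maturation genes of -0.45 (adjusted p = 0.0188, from 0.00293 to 0.219, 7 of 10 lower). Removing the same trend changed the unadjusted cameraPR p from 3.23e-15 to 8.68e-17 and from 0.00742 to 0.00598. The preset inter-gene correlation limits these p values as well. Younger embryos in the 35S::*FCA* libraries are a candidate explanation, the larger adjusted p being 0.0188, and the genotype itself cannot be told apart from it. Younger embryos could also contribute to the proximal shift of *FLC* in 35S::*FCA*, which was not tested.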

How the results depend on the processing

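All alternatives were set before the data were examined, except the sum of the Col *FRI* libraries to 1 sample and the restriction to nuclear genes without ribosomal RNA, chosen after seeing the data. The cause of the changes below was not tested, except for the difference between *FLC* counts and TPM, which is taken up under Other observations.

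The distal and proximal *FLC* ratios and the log2 distal:proximal differences kept their direction under every alternative run for them. The distal ratio of Col *FRI* to Col-0 ranged from 8.75 to 10.9, its proximal ratio from 0.434 to 0.489, and the log2 differences from 4.24 to 4.59 for Col *FRI* against Col-0, from -1.43 to -0.80 for 35S::*FCA* against Col-0 and from 5.23 to 5.86 between Col *FRI* and 35S::*FCA*. A replicate block cannot move the log2 differences. The *FLC* log2 fold change in Col *FRI* ranged from 2.03 to 2.66. The total ratio of Col *FRI* to Col-0 was 6.13 with scaled counts in place of TPM. The total ratio of 35S::*FCA* to Col-0, 1.02, fell below 1 with scaled counts (0.843), with median-ratio scaling (0.962), with the first distal isoform and P1 and P2 only (0.973) and over nuclear genes (0.944), and ran from 0.971 to 1.09 with each replicate left out. The proximal ratio of 35S::*FCA* was 1.19 over nuclear genes. The *FLC* log2 fold change in 35S::*FCA* was 0.02 with limma, at 0.0167 and 0.0163 for 0.1 and 1 TPM added.

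Genes higher and lower in Col *FRI*, 12 and 22, were 63 and 127 with DESeq2, 30 and 74 without a filter on low counts, 6 and 6 with only the 2 genotypes compared, 7 and 6 with a replicate block, and 148 and 283 at an adjusted p under 0.05. With limma, 13 and 14 genes were lower for 0.1 and 1 TPM added. With the Col *FRI* libraries summed, 3 were higher and 0 lower (1195 lower at an unadjusted p under 0.05), and the odds ratio near *FRI* was 28.9 (two-sided Fisher's exact p = 0.0503). With each replicate left out, 3 to 19 genes were higher and 1 to 36 lower. *FLC* ranked 2 without a filter on low counts, 2 with only the 2 genotypes and 2 with length-scaled counts, 3 and 4 with limma, and 1 to 2 with each replicate left out. In 35S::*FCA*, 1 gene was higher and 0 lower (1980 lower at an unadjusted p under 0.05). These were 15 and 43 with DESeq2, 2 and 13 without a filter on low counts, and 20 and 56 at an adjusted p under 0.05. With limma and 1 TPM added 1 was lower, and with each replicate left out 0 to 1.

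Isoform usage changed for 30 genes in Col *FRI* and 8 in 35S::*FCA* with a replicate block, and for 9 and 2 at an adjusted p under 0.001. In 35S::*FCA* it changed for 3 genes with at least 10 counts per transcript in every library, for 28 with only the 2 genotypes compared, and for 20 to 34 with each replicate left out.

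Among gene sets in 35S::*FCA*, on log2 TPM with 0.1 added the evening clock mean was 0.00355 and the endosperm mean 0.0359, and with at least 10 counts in every library the maturation mean was -0.24. That filter kept 9 of 10 maturation genes, and in Col *FRI* it moved their mean from 0.30 to 0.53. With each replicate left out, the evening clock mean in Col *FRI* ran from -0.36 to -0.28, the endosperm mean from -0.37 to 0.35 in Col *FRI* and from -0.26 to 0.42 in 35S::*FCA*, and in 35S::*FCA* the morning clock mean from -0.27 to -0.14 and the maturation mean from -0.52 to -0.36.

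Of 355 alternatives for single genes other than *FLC*, 24 changed sign or crossed an adjusted p of 0.001, 8 weaker, 1 stronger and 15 reversed. Crossings of 0.05, such as that of *FCA* in 35S::*FCA* (edgeR adjusted p from 0.032 to 0.157 with only the 2 genotypes compared, and from 0.00126 to 0.157 across alternatives), are not in this number. The weaker ones were genes lower in Col *FRI* whose adjusted p rose above 0.001. For AT4G01580 it was 0.00122 and 0.00137 with limma and 0.00109 in edgeR without Col *FRI* replicate 3. For *BRU6* it was 0.00111 and 0.00109 in edgeR without Col *FRI* replicates 2 and 3. For AT4G01580, *BRU6* and AT4G01590 it also rose with the Col *FRI* libraries summed to 1 sample, where the loss of replicates alone raises it. The lowest adjusted p of these genes, with DESeq2, was 1.96e-42, 1.45e-42 and 2.97e-50. The stronger one was *FRI* in Col *FRI* with DESeq2 (adjusted p = 0.000184). With limma and 0.1 or 1 TPM added, the log2 fold change was -0.0243 and -0.0220 for *FPA* and -0.00309 and -0.00254 for *LEC2* in Col *FRI*, and 0.0445 and 0.0430 for *FUS3* in 35S::*FCA*. With each replicate left out, it ran from -0.0165 to 0.0688 for *FPA*, from -0.0287 to 0.16 for *LEC2* and from -0.18 to 0.0681 for *FUS3* in Col *FRI*, and from -0.16 to 0.0977 for *FUS3* and from -0.30 to 0.0847 for *FRI* in 35S::*FCA*. *COOLAIR* and AT4G04223 did not pass the filter of 10 counts in every library, nor the filter with only Col-0 and 35S::*FCA* compared, and AT4G04223 is not among the nuclear genes kept, so these have no value there. Depth limits *COOLAIR* and the *FCA* isoforms, which rest on few counts.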

Differences from the paper's values

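The number of genes higher in Col *FRI* was 12 against 61 in the paper's Dataset S4, and the number lower was 22 against the paper's 107. With DESeq2, the test that the legend of Fig. 1D names, in place of edgeR the numbers were 63 and 127, within the limits of difference for both, and without a filter on low counts 74 genes were lower. The other alternatives set before the data were examined did not close either gap. Of the paper's genes, 52 higher and 99 lower genes were called by DESeq2, 30 and 70 without a filter on low counts, and 56 and 106 at an adjusted p under 0.05. All 167 of the paper's 168 genes that were tested changed in the paper's direction, and 163 had an edgeR adjusted p under 0.05.

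Distal *FLC* isoforms in Col-0 had 12.9 TPM against the paper's 20.5 TPM in Dataset S2, and proximal isoforms had 19.1 TPM against the paper's 30.8. In Col *FRI*, distal isoforms had 125.4 TPM against the paper's 212.8 and proximal isoforms 8.81 TPM against the paper's 14.9. Of the alternatives set before the data were examined, 1 TPM added (13.9 TPM) and leaving out Col-0 replicate 3 (14.3 TPM) brought distal isoforms in Col-0 within the limits of difference, and none did so for the other 3 values. Adding 1 TPM raises any level by 1 and does not bear on the gap. TPM over nuclear genes without ribosomal and small RNA genes, an alternative chosen after seeing the values, gave 20.4 and 30.7 TPM in Col-0 and 211.7 and 14.8 TPM in Col *FRI*. In 35S::*FCA*, distal isoforms had 7.95 TPM against the paper's 11.7 and proximal isoforms 24.6 TPM against the paper's 36.5. Both gaps were within the limits of difference, and the nuclear scale gave 11.7 and 36.5 TPM.

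The paper ranks *FLC* first among genes higher in Col *FRI*. It ranked 1 here with edgeR and with DESeq2, and 2 to 4 under 5 of the other settings and with Col-0 replicate 3 left out. The paper attributes no reads unambiguously to *COOLAIR*, and the deposited kallisto estimates, which share out ambiguous reads, give 21.3, 14.1 and 9.62 counts in the 3 Col *FRI* libraries.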

Other observations

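The tests on the spread of the Col *FRI* libraries in this part were chosen only after the result was seen.

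Col *FRI* libraries differed less from each other than the replicates of the other genotypes did. After every library was thinned to 15166771 counts, the largest scaled chi-square of a Col *FRI* pair was 1.57 against at least 5.14 in Col-0 and 2.29 in 35S::*FCA*, so lower depth does not explain it. The smallest Col *FRI* pair, at 1.15 where 1 is sampling noise, leaves open that 1 RNA or cDNA pool was divided into 3 libraries, which may make the Col *FRI* spread too small for a test of biological replicates.

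Among the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1, the real one, gave as many genes higher in Col *FRI* and 1 as many lower. For 35S::*FCA*, 1 of 4 gave as many genes higher, and 4 of 4 as many lower, since 0 were lower in the real split (1980 at an unadjusted p under 0.05). These splits are too few for a share under 0.05. The other 6 splits part 1 same-numbered pair each, and 1 of them for 35S::*FCA* gave 10 genes in one direction, more than the 1 gene of the real split.

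The *FLC* change in Col *FRI* was larger in counts than in TPM, with log2 values of 2.59 and 2.06. With counts scaled for transcript length it was 2.11, which is consistent with longer distal isoforms collecting more reads.

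Assignment of *FLC* sense reads to the *COOLAIR* entries was tested as a share of distal *FLC* counts. Col *FRI* and Col-0 did not differ detectably (two-sided Fisher's exact p = 0.116 on summed counts, which treats amplified reads as independent), and single libraries overlapped, at 0 to 4.44 per 1000 distal counts in Col-0, 3.08 to 6.01 in Col *FRI* and 3.40 to 30.9 in 35S::*FCA*. The same test separated 35S::*FCA* from Col *FRI* (two-sided Fisher's exact p = 0.00365), which goes against a constant share of misassigned reads, but it has the same weakness and rests on 10.5 counts in 35S::*FCA*. With 2.43 counts in Col-0 the test cannot decide, and antisense transcription cannot be told apart from misassigned reads.

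RNA from seed coat or endosperm was tested as a source of the differences in Col *FRI*. The smaller adjusted p of the 2 gene sets was 0.23 (limma camera), with a seed coat mean log2 fold change of -0.61 and 4 of 6 genes lower. Across alternatives the seed coat adjusted p ran from 0.0712 to 0.716 and its mean from -0.61 to -0.22. No contribution was detectable, but a set of 6 genes whose mean moves this much cannot exclude one.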
